# Impact of Acute Myeloid Leukemia Cells on the Metabolic Function of Bone Marrow Mesenchymal Stem Cells

**DOI:** 10.3390/ijms26178301

**Published:** 2025-08-27

**Authors:** Helal Ahmed, Pradeep Kumar Patnana, Yahya S. Al-Matary, Maren Fiori, Jan Vorwerk, Marah H. Ahmad, Eva Dazert, Lorenz Oelschläger, Axel Künstner, Bertram Opalka, Nikolas von Bubnoff, Cyrus Khandanpour

**Keywords:** acute myeloid leukemia, bone marrow mesenchymal stromal cell, metabolism

## Abstract

Acute myeloid leukemia (AML) proliferation is significantly influenced by the interactions between leukemia blasts and the bone marrow (BM) microenvironment. Specifically, bone marrow mesenchymal stem cells (BMSCs) derived from AML patients (AML-MSCs) are known to support leukemia growth and facilitate disease progression. Studies have demonstrated that the transfer of mitochondria from MSCs to AML blasts not only aids in disease progression but also contributes to chemotherapy resistance. Furthermore, BM stromal cells can trigger a metabolic shift in malignant cells from mitochondrial respiration to glycolysis, which enhances both growth and chemo-resistance. This study focuses on identifying transcriptional and metabolic alterations in AML-MSCs to uncover potential targeted therapies for AML. We employed RNA sequencing and microarray analysis on MSCs cocultured with leukemic cells (*MLL-AF9*) and on MSCs isolated from both non-leukemic and *MLL-AF9* leukemic mice. The Gene Set Enrichment Analysis (GSEA) indicated a significant downregulation of gene sets associated with oxidative phosphorylation and glycolysis in AML-MSCs. Furthermore, coculture of MSCs from wild-type mice (WT-MSCs) and a healthy donor individual (HD-MSCs) with AML cells demonstrated reduced oxidative phosphorylation and glycolysis. These metabolic changes were consistent in AML-MSCs derived from both leukemic mice and patients. Our results indicate that AML cells diminish the metabolic capacity of MSCs, specifically targeting oxidative phosphorylation and glycolysis. These findings suggest potential metabolic vulnerabilities that could be exploited to develop more effective therapeutic strategies for AML.

## 1. Introduction

Acute myeloid leukemia (AML) is an aggressive hematological malignancy with high relapse rates and poor overall prognosis [1]. Bone marrow mesenchymal stem cells (MSCs), particularly those derived from AML patients (AML-MSCs), have been shown to significantly support leukemic cell growth and facilitate disease progression through direct cell–cell interactions and paracrine signaling, as demonstrated by Ahmed et al. and others [2,3,4,5,6,7]. AML cells strongly depend on mitochondrial oxidative phosphorylation (OXPHOS) to sustain their elevated metabolic demands. Emerging evidence indicates that AML cells acquire functional mitochondria from MSCs, enhancing their survival, self-renewal, and resistance to chemotherapy [8,9,10,11,12,13,14].

In addition to mitochondrial transfer, AML cells have been shown to reprogram stromal cells to secrete acetate, which serves as a substrate for the tricarboxylic acid (TCA) cycle and lipid biosynthesis in leukemic cells, further supporting their metabolic needs and proliferation [15]. Within the leukemic microenvironment, malignant cells frequently undergo a metabolic shift from oxidative phosphorylation (OXPHOS) to glycolysis, a phenomenon commonly referred to as the Warburg effect. This metabolic reprogramming is characterized by increased glucose uptake and lactate production, even in the presence of sufficient oxygen, leading to a reliance on glycolysis for energy generation rather than mitochondrial respiration. The Warburg effect provides several advantages to leukemic cells, including rapid ATP production, the generation of biosynthetic precursors necessary for cell growth and division, and the ability to maintain redox balance through increased NADPH production. Furthermore, by acidifying the tumor microenvironment through lactate secretion, leukemic cells can modulate immune cell function and evade immune surveillance. This metabolic adaptation also plays a crucial role in therapeutic resistance, as glycolytic cells tend to be less susceptible to mitochondrial-targeting drugs and oxidative stress induced by chemotherapy.

Despite substantial advances in understanding the metabolic crosstalk between AML cells and the stromal microenvironment, the metabolic profile of AML-associated stromal cells remains poorly characterized. To address this gap, we investigated the transcriptional and metabolic alterations in AML-MSCs to identify potential therapeutic targets to improve AML treatment outcomes.

Our findings revealed significant downregulation of hallmark gene sets related to OXPHOS and glycolysis in AML-MSCs, as determined by Gene Set Enrichment Analysis (GSEA). Furthermore, functional studies using Seahorse mito-stress assays demonstrated reduced oxidative phosphorylation and glycolytic activity in AML-MSCs. These data indicate a profound metabolic impairment in MSCs under the influence of leukemic cells, particularly within key metabolic pathways. Targeting these suppressed metabolic pathways in the stromal compartment may represent a novel therapeutic strategy for improving AML treatment efficacy and overcoming chemoresistance.

## 2. Results

### 2.1. Molecular Changes in MSCs Cocultured with AML Cells and in MSCs from Leukemic Versus Non-Leukemic Mice

Our previous work established that direct interactions between AML cells and MSCs derived from AML patients (AML-MSCs) contribute to enhanced leukemic cell proliferation, disease progression, and survival [7]. We hypothesized that AML cells impose metabolic constraints on MSCs, leading to functional alterations. To further explore the transcriptional modifications induced by leukemic cells, we isolated MSCs from healthy control (WT-MSCs) and leukemic (AML-MSCs) mice (Supplementary Figure S1A). These AML-MSCs were derived from leukemic mice expressing MLL–AF9 oncoproteins associated with the t(9;11) (p22;q23) translocation, a model extensively used for studying AML pathogenesis [16,17,18,19]. 

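RNA of sorted MSCs from 6 mice was profiled on microarrays, 1 array per mouse, with 3 WT-MSCs samples (mice KP1820, KP8816 and TU1777) and 3 AML-MSCs samples (mice KP8201, KP8203 and KP8966). MLL-AF9 is a fusion oncogene that drives myeloid leukemia in mice, and the sorted cells were stromal cells of crushed bone that lacked CD45, lineage markers and CD31 and carried Sca-1 and CD51. The array methods and the source names of the labels describe transplanted leukemic cells, and the growth protocol of the labels, like the paper's section on mouse models, describes BM transduced with MLL-AF9. The array methods and the labels describe sorting from the mice, but the array methods refer for details to that same section, which describes 2 weeks of adherent culture, so that the sources leave open whether the cells were cultured. By the labels KP1820 was the 1 female mouse and the other 5 were male, so that sex and group were not balanced. The labelled sex could not be checked, since the measured sex-linked genes did not separate the arrays. The Y-linked gene Eif2s3y had a log2 value of 6.25 in KP1820 and 5.37 in the male KP8201. Picogram amounts of total RNA were amplified with the Affymetrix WT Pico kit, labelled with biotin and hybridised to single-colour arrays. The authors deposited log2 values made with Partek and RMA, a method that corrects the background, makes the probe distributions alike and summarises the probes of each gene. The 22206 probe sets were reduced to 19505 named genes, with the probe set of the highest mean kept for each gene, and genes were compared between the groups with limma. For GSEA, genes were ranked by the signal-to-noise metric, with each SD at least 0.2 times its mean, and lists of genes were tested with fgsea by gene permutation with Benjamini-Hochberg adjustment. Lists were also tested with camera and an inter-gene correlation estimated from the arrays, because genes of 1 list often vary together between mice, which gene permutation ignores. With these 6 arrays that test called 0 of the 48 lists and sets at even an unadjusted p under 0.05. A list that did not pass it is therefore not shown to be unchanged.
The arrays differed in the spread of their values in a way that did not follow leukemia. The median log2 value ranged from 6.79 to 7.01, but the interquartile range was 2.44 in WT-MSCs KP1820, 2.27 in WT-MSCs TU1777 and 2.34 in AML-MSCs KP8201, called wide arrays here, against 1.86 in WT-MSCs KP8816, 1.98 in AML-MSCs KP8203 and 1.91 in AML-MSCs KP8966, called narrow arrays. The wide arrays thus held 2 WT-MSCs samples and 1 AML-MSCs sample, and the narrow arrays 1 and 2. Genes of olfactory, vomeronasal and taste receptors, which stromal cells are not known to use, had medians of 4.99 to 5.20 on the wide arrays and 5.57 to 5.87 on the narrow arrays over 1447 genes. The deposited values hold no detection calls, so that the range up to the 95th percentile of these receptor genes, 6.85 to 8.35 by array, stands in for background, as chosen after the data were seen, and a gene within it on every array of a group is given at most a bound of its log2 difference. Across genes, which are not independent replicates, the correlation between arrays had a median of 0.873 (range 0.790 to 0.892, 6 pairs) within a class of spread and 0.766 (range 0.719 to 0.818, 9 pairs) between the classes. Within WT-MSCs or AML-MSCs it had a median of 0.787 (range 0.719 to 0.892, 6 pairs), and between WT-MSCs and AML-MSCs 0.807 (range 0.746 to 0.889, 9 pairs). The first principal component held 47.4% of the variance and separated the wide from the narrow arrays. The number of arrays limits the precision, since the smallest 2-sided p of an exact permutation test of 3 against 3 is 0.1.

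**Figure D1:**
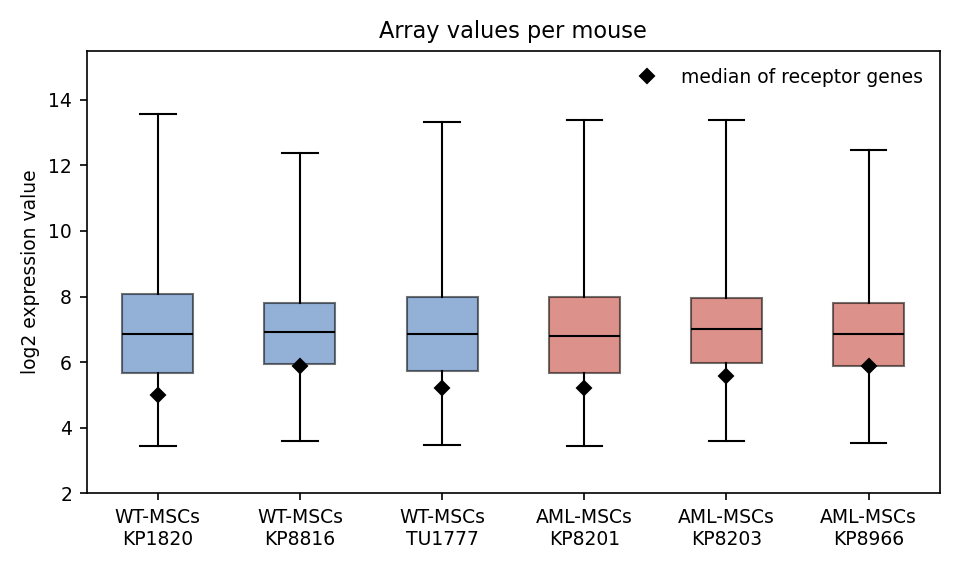
Log2 values of all genes on each array, by mouse and group, with boxes from the first to the third quartile, a line at the median, whiskers to the lowest and highest value and a diamond at the median of the receptor genes. Boxes are taller for WT-MSCs KP1820, WT-MSCs TU1777 and AML-MSCs KP8201, with interquartile ranges of 2.27 to 2.44, than for the other arrays, with 1.86 to 1.98.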

Control mice were sub-lethally irradiated and transplanted with healthy, non-transduced bone marrow (BM) cells, while AML was induced in recipient mice through secondary transplantation of leukemic BM cells. Following leukemia induction, mesenchymal stromal cells (MSCs) were isolated from both non-leukemic (WT-MSCs) and leukemic (MLL–AF9) mice [2]. Gene expression profiling using RNA microarrays revealed significant downregulation of gene sets associated with oxidative phosphorylation (OXPHOS) and glycolysis in AML-derived MSCs, as demonstrated by Gene Set Enrichment Analysis (GSEA) (Figure 1A,B).

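Subunits of the mitochondrial respiratory chain, the machinery of OXPHOS, had lower values in AML-MSCs for most genes, and the mean of the list differed by less than its SD between mice. Of 94 subunits of complexes I to V listed, 79 were measured, of which 61 had a lower and 18 a higher mean in AML-MSCs. The 13 subunits encoded in mitochondrial DNA had no named probe set. The mean log2 value of the list was 9.10 ± 0.85 (SD, n = 3 mice) in WT-MSCs and 8.84 ± 0.73 (SD, n = 3 mice) in AML-MSCs, a mean log2 difference of −0.26 and a median difference of −0.30. In GSEA the list lay towards the genes lower in AML-MSCs, with NES −2.06 and adjusted p = 0.0014, and with adjusted p = 0.73 with an estimated correlation. An exact permutation test of the list means gave a 2-sided p of 0.9.
Complex I, which takes electrons from NADH, had 26 of 35 measured subunits lower (NES −1.98, adjusted p = 0.0048, and adjusted p = 0.72 with an estimated correlation). All 4 subunits of complex II, 8 of 10 of complex III, 10 of 13 of complex IV and 13 of 17 of complex V, the ATP synthase, were lower, without passing the test (adjusted p = 0.34, 0.25, 0.25 and 0.28). A respiratory chain set of Reactome, a public database of pathways, had 64 of 84 genes lower, with NES −1.93 and adjusted p = 0.0014, and with adjusted p = 0.72 with an estimated correlation. Ndufs1, which encodes the largest subunit of complex I, had log2 values of 6.68 ± 0.55 (SD, n = 3) in WT-MSCs and 5.90 ± 0.21 (SD, n = 3) in AML-MSCs, and was lower in every AML-MSCs sample than in every WT-MSCs sample. Ndufs7, another core subunit of complex I, had 7.45 ± 0.86 (SD, n = 3) and 6.55 ± 0.30 (SD, n = 3). Both lay within the range of the receptor genes on every AML-MSCs array, which leaves no bound above 0 for the size of the difference. For Uqcrb of complex III the measured log2 difference was −1.29 (standard error 1.19), and −0.01 without AML-MSCs KP8203. Its size is not exact, since 2 of the 3 AML-MSCs arrays and 1 WT-MSCs array lay within the range of the receptor genes. In the other direction, Atp5g2, which encodes a subunit of the ATP synthase's rotor ring, had a log2 difference of 0.58 (standard error 0.41) and higher values in every AML-MSCs sample, and Ndufb2 of complex I had 0.77 (standard error 0.59), and 0.28 without WT-MSCs KP8816. For Atp5g2 and for Ndufb2, 1 WT-MSCs array lay within the range of the receptor genes, so that these sizes are not exact. Ndufs1 and Atp5g2 were the 2 of the 79 genes whose groups did not overlap, where chance gives 10%. By limma none of the 79 subunits passed an adjusted p under 0.05, over all genes or adjusted over the list alone, or an unadjusted p under 0.05. Over all 19505 genes limma called 0 genes, with 343 at an unadjusted p under 0.05, and the methods' t-test called 0 genes after adjustment, with 350 before it. Both counts before adjustment are below the share of 0.05 of all genes that chance gives on average, so that they are no sign of a difference. The lowest adjusted p of any gene by limma was 0.99997.
The list moved with the spread of the arrays. Its mean was 9.69 in WT-MSCs KP1820, 9.50 in WT-MSCs TU1777 and 9.64 in AML-MSCs KP8201, the wide arrays, and 8.12 in WT-MSCs KP8816, 8.67 in AML-MSCs KP8203 and 8.22 in AML-MSCs KP8966, the narrow arrays. The classes of spread were drawn from the same values, and each of these means lay above the third quartile of its array (7.80 to 8.09). Blocking on the class may thus take out part of a true difference. Genes of blood cells in general moved with the same arrays, with list means of 9.71, 9.56 and 10.04 on the wide and 8.46, 7.63 and 8.15 on the narrow arrays, in the same order of mice. AML-MSCs minus WT-MSCs, the subunit list differed by 0.05 among the wide arrays, by 0.32 among the narrow arrays and by 0.19 (95% interval −0.41 to 0.78) with the class of spread as a block, where the NES was 1.86 (adjusted p = 0.0035). The call of the subunit list ended without WT-MSCs KP1820 (NES 0.74), WT-MSCs TU1777 (−0.86), AML-MSCs KP8203 (−1.11) or AML-MSCs KP8966 (0.81), with adjusted p from 0.53 to 0.96, and with quantile normalization (−1.29, adjusted p = 0.25). Complex I and the Reactome respiratory chain behaved alike, with differences of 0.21 and 0.15 with the block, 0.01 and 0.01 among the wide and 0.40 and 0.29 among the narrow arrays, and each passed without only 2 of the 6 mice left out in turn. From GSEA of these arrays, the paper concludes that gene sets of OXPHOS and of glycolysis were downregulated in AML-MSCs.

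**Figure D2:**
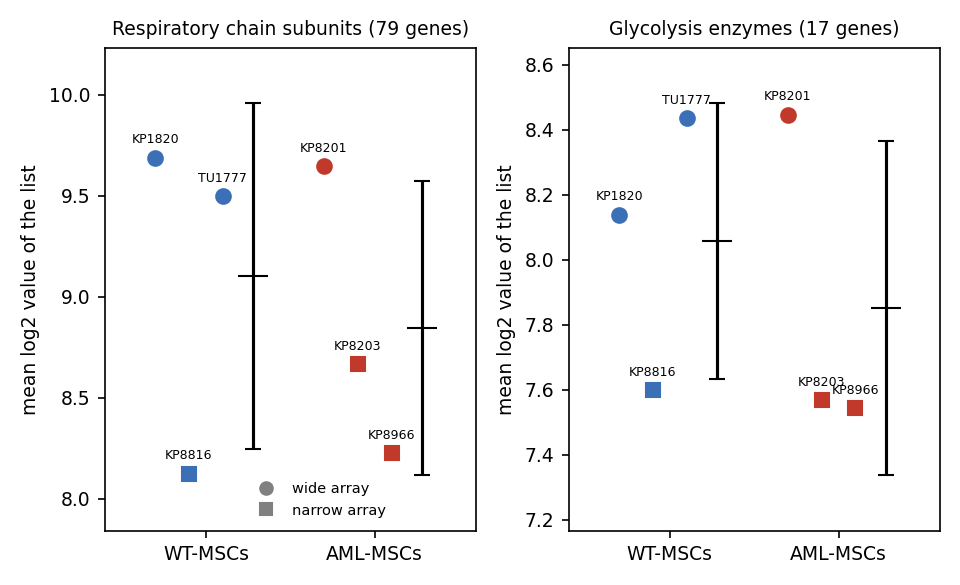
Mean log2 value per mouse of the 79 respiratory chain subunits (left) and of 17 glycolysis enzymes (right) in WT-MSCs and AML-MSCs, with the group mean ± SD as a bar, circles for wide arrays and squares for narrow arrays. The groups overlap in both lists, and circles lie above squares.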

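The list of glycolysis enzymes, which convert glucose to pyruvate and lactate, did not pass the enrichment test, and its mean differed between AML-MSCs and WT-MSCs by less than the SD between mice. Of 19 enzymes listed, 17 were measured, with 11 lower and 6 higher in AML-MSCs, and the mean log2 value of the list was 8.06 ± 0.42 (SD, n = 3 mice) in WT-MSCs and 7.85 ± 0.51 (SD, n = 3 mice) in AML-MSCs. The NES was −1.38, with adjusted p = 0.25, and adjusted p = 0.72 with an estimated correlation, and an exact permutation test of the list means gave a 2-sided p of 0.6. The glycolysis set of Reactome had 13 of 24 genes lower and 11 higher (NES −1.23, adjusted p = 0.28), and the wider set of glucose metabolism 29 of 61 lower and 32 higher (NES −1.19, adjusted p = 0.28), with a mean difference of −0.09 and a median of 0.01. Hk3, a hexokinase of myeloid cells, had log2 values of 9.27 ± 0.18 (SD, n = 3) in WT-MSCs and 8.90 ± 0.18 (SD, n = 3) in AML-MSCs, a log2 difference of −0.37 (standard error 0.42) with no overlap of the groups. Eno3, the enolase of muscle, had higher values in every AML-MSCs sample, with 6.73 ± 0.04 (SD, n = 3) in WT-MSCs and 7.07 ± 0.24 (SD, n = 3) in AML-MSCs. Eno3, the enolase Eno2 and Ldhb, a subunit of lactate dehydrogenase, lay within the range of the receptor genes on all 6 arrays, so that no log2 difference is given for them. Hk3 and Eno3 were the 2 of 17 enzymes without overlap, where chance gives 10%. Transporters of glucose and lactate had 6 of 12 genes lower and 6 higher (NES 0.90, adjusted p = 0.67), among them Slc2a1, which encodes the glucose transporter GLUT1, with a log2 difference of 0.63 (standard error 0.60), and of 0.04 without AML-MSCs KP8201, and the list had a mean difference of 0.09 and a median of −0.0012. The size for Slc2a1 is not exact, since 1 WT-MSCs array lay within the range of the receptor genes. Regulators of glycolysis had 5 of 14 lower and 9 higher (NES 0.72, adjusted p = 0.87), and enzymes of the TCA cycle 11 of 17 lower and 6 higher (NES −0.90, adjusted p = 0.67). By limma none of these enzymes, transporters or regulators passed an adjusted p under 0.05, over all genes or adjusted over the list alone, or an unadjusted p under 0.05. The mean of the 17 enzymes was 8.14 in WT-MSCs KP1820, 8.44 in WT-MSCs TU1777 and 8.45 in AML-MSCs KP8201 on the wide arrays, and 7.60 in WT-MSCs KP8816, 7.57 in AML-MSCs KP8203 and 7.54 in AML-MSCs KP8966 on the narrow arrays. AML-MSCs minus WT-MSCs, it differed by 0.16 among the wide arrays, by −0.04 among the narrow arrays and by 0.06 with the class of spread as a block (NES 0.84, adjusted p = 0.76). Without AML-MSCs KP8201 the list passed (NES −1.64, adjusted p = 0.047), and without WT-MSCs TU1777 its direction turned (NES 0.65, adjusted p = 0.98).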

To further elucidate AML-induced transcriptional alterations in vitro, WT-MSCs isolated from wild-type mice (Supplementary Figure S1B) were characterized by positive expression of MSC-specific markers (Sca-1, CD51, CD44, and CD29) and absence of hematopoietic markers (CD45 and CD31), as previously described [2]. These MSCs demonstrated differentiation capacity into adipocytes, osteocytes, and chondrocytes [2].

We subsequently cultured WT-MSCs either alone or in long-term coculture with MLL-AF9 cells and compared these to MSCs cultured with normal lineage-negative cells (Supplementary Figure S1B). Following sorting, RNA-seq analysis was performed, and GSEA confirmed a significant downregulation of gene sets related to OXPHOS and glycolysis in MSCs cocultured with AML cells (Figure 1C,D). A heatmap illustrating the scaled expression values of the top 20 genes from the OXPHOS and glycolysis pathways is shown in Figure 1E,F.

### 2.2. AML Cells Impair Metabolic Function of Murine MSCs

To validate the GSEA findings, we cocultured WT-MSCs with murine AML cells (C1498 cell line and MLL-AF9 cells) or normal Lin- cells for five days. Sorted MSCs (CD45– Sca-1 + CD51+) were analyzed for oxidative phosphorylation (OXPHOS) by measuring the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) using the Seahorse mito-stress assay. Additionally, glucose consumption and lactate secretion were measured from culture supernatants after three and five days, normalized to cell growth. The results demonstrated reduced OXPHOS in MSCs cocultured with both C1498 (Figure 2A,B) and MLL-AF9 cells (Supplementary Figure S1A,B), as well as decreased ECAR (Figure 2C,D and Supplementary Figure S2C,D), glucose uptake, and lactate production (Figure 2E and Supplementary Figure S2E). A concurrent reduction in the mitochondrial DNA copy number in MSCs cocultured with C1498 and MLL-AF9 cells (Figure 2F and Supplementary Figure S2F) further confirmed mitochondrial depletion. Similarly, MSCs cocultured with a murine AML cell line C1498 and human AML cell line (Kasumi and THP) showed decreased OXPHOS levels compared to those found in cocultures with Lin- cells (Supplementary Figure S2G). We further assessed reactive oxygen species (ROS) levels, mitochondrial mass, and mitochondrial membrane potential using flow cytometry. All three parameters were significantly reduced in MSCs cocultured with C1498 cells (Figure 2G–I and Supplementary Figure S2H). In addition, MSCs cocultured with C1498 cells display reduced proliferative capacity (Supplementary Figure S2I). Collectively, these findings are consistent with GSEA data, indicating that AML cells reduce OXPHOS and glycolytic activity in MSCs. These findings potentially align with reports that mitochondria transfer from MSCs to AML cells takes place through direct contact [13,14].

### 2.3. Impact of Acute Myeloid Leukemia Cells on the Metabolic Profile of Human Mesenchymal Stem Cells

To investigate whether the metabolic suppression observed in murine models extends to human systems, we conducted a series of experiments utilizing the human MSC line HS-5, which was used in monoculture (HS-5) and cocultured with normal peripheral blood mononuclear cells (PBMCs) and AML cell lines (MOLM-13 and HL-60) for 5 days, and then induced AML-associated MSCs (iAML-MSC) were sorted (CD90+) using Fluorescence Activated Cell Sorting (FACS) (Supplementary Figure S3). Following this coculture period, we performed a detailed analysis of the metabolic characteristics of the sorted MSCs, identified as HS-5, HS-5 + PBMCs, and HS-5 + MOLM-13/H60 cells (iAML-MSC). The results demonstrated a significant alteration in the metabolic profile of the iAML-MSC. Specifically, we observed a marked reduction in both OXPHOS at the basal and maximum level (Figure 3A–C) and glycolytic activity (Figure 3D–F) in the cocultured MSCs when compared to control MSCs that were not exposed to AML cells. This metabolic suppression was further supported by a decrease in reactive oxygen species (ROS) levels (Figure 3G) and a reduction in mitochondrial mass (Figure 3H) in iAML-MSCs. Furthermore, HS-5 cells cocultured with AML cells exhibit reduced proliferative capacity, indicating that iAML-MSCs undergo a state of senescence (Figure 3I). These findings are consistent with previous studies conducted on murine models, where similar metabolic alterations were noted in MSCs cocultured with AML cells. The convergence of results across both human and murine systems underscores the potential for AML cells to significantly influence the metabolic capacity of MSCs, suggesting a broader implication for the interaction between cancer cells and the surrounding stromal environment. In addition, we added healthy PBMCs for 3 days after removing the AML cells from a 5-day coculture with HS-5 cells in order to assess whether MSCs previously in contact with AML cells could be functionally rescued. The findings indicate that exposure to healthy PBMCs did not reverse the leukemia-supportive phenotype of AML-educated MSCs (Supplementary Figure S4). In summary, our data indicate that human AML cells can induce a profound metabolic reprogramming in MSCs, characterized by diminished OXPHOS and glycolytic pathways, alongside reductions in ROS production and mitochondrial content. This metabolic shift may have important implications for the role of MSCs in the tumor microenvironment and their interactions with malignant cells.

### 2.4. Metabolic Capacity Assessment in Immortalized Human AML-MSCs

To further substantiate our findings in a non-culture-dependent context, we employed immortalized human MSCs derived from the bone marrow of both healthy donors (referred to as HD-MSCs) and AML patients (designated as AML-MSCs) (Supplementary Table S1) [20]. Phenotypic characterization of these immortalized MSCs confirmed the expression of established MSC surface markers, including CD73, CD90, and CD105. Furthermore, these cells demonstrated the capacity to differentiate into adipocytes, chondrocytes, and osteocytes, affirming their multipotent nature [21,22]. Subsequently, we assessed the metabolic profiles of HD-MSCs and AML-MSCs utilizing seahorse mito-stress and glycostress assays. The results revealed that AML-MSCs exhibited significantly reduced rates of OXPHOS (Figure 4A,B) and glycolysis (Figure 4C,D) compared to their HD-MSC counterparts. Additionally, flow cytometry analysis indicated that AML-MSCs possessed markedly lower levels of ROS (Figure 4E) and mitochondrial mass (Figure 4F) relative to HD-MSCs, but less reduced membrane potential (*p* = 0.0569) (Figure 4G). In addition, AML-MSCs displayed a more pronounced reduction in proliferative capacity compared to HD-MSCs (Figure 4H). In conclusion, our comprehensive analysis of both murine and human AML-MSC models elucidates significant metabolic disparities between control MSCs and those influenced by leukemic conditions. These findings not only enhance our understanding of the metabolic reprogramming induced by AML but also suggest potential therapeutic strategies aimed at mitigating the adverse effects of leukemia on MSC function.

## 3. Discussion

The prognosis remains poor for the majority of adult AML patients. Only 25% of patients survive more than five years after the initial diagnosis [23]. The proliferation of AML cells depends on intrinsic genetic and epigenetic factors and interaction with MSCs, an essential element of the BM hematopoietic niche. The presence of AML cells altered MSC function since the MSCs failed to support the function of healthy hematopoietic stem cells (HSCs) in myeloid malignancies [24,25]. Kim et al. reported that an altered stroma function could predict the prognosis of leukemic patients [6].

Our study reveals significant metabolic adaptations in MSCs influenced by acute myeloid leukemia (AML) cells, highlighting a unique metabolic vulnerability within the leukemia-associated stromal microenvironment. The results indicate that AML cells impose profound metabolic restrictions on MSCs, which may directly contribute to AML progression and chemoresistance. Specifically, we observed significant downregulation of OXPHOS and glycolysis in MSCs exposed to AML, corroborated by reduced mitochondrial DNA content, oxygen consumption rates (OCRs), extracellular acidification rates (ECARs), glucose consumption, and lactate production. These findings provide new insights into the metabolic interactions between leukemic cells and their supporting stroma, suggesting that AML cells can effectively “reprogram” MSCs to create a microenvironment supporting leukemia survival and resistance to treatment [6,13,25]. The reduction in proliferative capacity and the decrease in OXPHOS and glycolysis in AML-MSCs suggest a metabolic shift favoring AML cells’ survival by reserving key nutrients and bioenergetic pathways for leukemic cells. This aligns with previous studies showing that leukemic cells actively acquire functional mitochondria from MSCs, which may provide them with additional metabolic flexibility and resources for sustaining their high energy demands [13,14]. By imposing metabolic suppression on MSCs, AML cells may conserve glucose, oxygen, and other essential resources, enhancing their own proliferation and survival while making MSCs less capable of supporting normal hematopoiesis. This reprogramming could represent a survival strategy for AML, potentially contributing to the “niche dominance” of leukemic cells over healthy progenitors within the bone marrow. Furthermore, the observed reduction in ROS and mitochondrial mass in AML-MSCs aligns with previous reports that diminished mitochondrial function in stromal cells can contribute to an environment that supports AML chemoresistance [10]. This metabolic shift may enable AML cells to evade chemotherapy by reducing the reliance on mitochondrial function, which is often a target of many chemotherapeutic agents.

Previous studies have demonstrated that activation of Notch signaling suppresses the transcription of genes involved in glycolysis and mitochondrial complex I activity, leading to decreased mitochondrial respiration, reduced reactive oxygen species production, and diminished AMPK signaling [26]. These findings suggest that Notch signaling may play a critical role in regulating cellular metabolism. In line with this, our prior work established that Notch signaling is significantly upregulated in AML-associated mesenchymal stromal cells (AML-MSCs), as observed in both murine models and human transcriptomic datasets [10]. Functional studies further revealed that enforced Notch activation in MSCs promotes AML cell proliferation, indicating a supportive role in leukemic progression. Notably, murine MSCs engineered to express the constitutively active intracellular domain of Notch1 (MS5-ICN) exhibited marked reductions in both oxidative phosphorylation (OXPHOS) and glycolytic activity when compared to empty vector controls (MS5-EV). These results support the hypothesis that aberrant Notch signaling contributes to the metabolic reprogramming of MSCs in the leukemic microenvironment, potentially creating a niche that favors AML cell survival and expansion. 

Moreover, the interplay between metabolic suppression in AML-MSCs and immune modulation within the bone marrow niche warrants further exploration. The reduced metabolic activity of AML-MSCs may also affect immune cell functions, potentially creating an immunosuppressive microenvironment that further supports AML progression. Moreover, the interplay between metabolic suppression in AML-MSCs and immune modulation within the bone marrow niche warrants further exploration. The reduced metabolic activity of AML-MSCs may also affect immune cell functions, potentially creating an immunosuppressive microenvironment that further supports AML progression. Recently, Ikeda et al. reported that cancer cells can transmit mtDNA mutations to tumor-infiltrating lymphocytes (TILs), leading to mitochondrial dysfunction [27,28].

The metabolic adaptations in MSCs influenced by AML cells represent a novel target for therapeutic intervention. Targeting these metabolic pathways in AML and MSCs’ interaction by blocking mitochondria transferring [12,28,29,30] could disrupt the supportive role of the stromal environment, reducing leukemic cell proliferation and potentially increasing their sensitivity to treatment. In particular, agents that restore or enhance mitochondrial function in MSCs, or inhibit mitochondrial transfer [31,32] to AML cells could limit AML progression. Additionally, therapeutic strategies aimed at maintaining or boosting OXPHOS and glycolysis in MSCs may restore normal hematopoietic support and reduce leukemic niche formation, creating an environment less favorable to AML persistence.

Strategies should aim to restore MSC function rather than exacerbate metabolic impairment. Such agents could be used in conjunction with existing chemotherapies to increase AML cell susceptibility by disrupting the nutrient and energy support from MSCs while minimizing adverse effects on the stromal compartment. Furthermore, mitochondrial transfer inhibitors represent a promising area of study; limiting this process could hinder the metabolic reprogramming AML imposes on MSCs and reduce leukemic cell adaptability, potentially without further compromising MSC viability [29].

Understanding the crosstalk between metabolic alterations and immune evasion [32] could lead to combined metabolic and immunotherapeutic approaches to target AML more effectively.

While our study offers valuable insights, several limitations should be addressed in future research. First, the metabolic responses observed in murine and human MSCs may differ slightly due to species variations. Further studies in human primary MSCs from AML patients are necessary to confirm the translatability of our findings. Additionally, the exact molecular mechanisms by which AML cells induce metabolic suppression in MSCs remain unclear. Future research should investigate the signaling pathways and intercellular communication mediators responsible for this metabolic reprogramming, such as exosomes, cytokines, and other soluble factors released by AML cells.

In summary, our study underscores the metabolic vulnerability of MSCs in the AML microenvironment, revealing a shift towards suppressed OXPHOS and glycolysis that appears to favor leukemic cell survival and chemoresistance. By elucidating these metabolic dependencies, we open the door to novel therapeutic strategies aimed at restoring metabolic balance within the leukemia niche. Targeting the metabolic adaptations of MSCs offers a promising approach to disrupt AML progression and enhance treatment responses, potentially improving outcomes for patients with this challenging malignancy.

## 4. Materials and Methods

### 4.1. Mouse Models and Transplantation

Wild-type C57BL/6J mice were used to establish the MLL-AF9-induced leukemic model, as described previously [33,34]. Briefly, total bone marrow (BM) cells were isolated and lineage-depleted cells were enriched using MACS columns (-130-042-401 and 130-090-858, miltenyi biotec, Bergisch Gladbach, Germany) according to the manufacturer’s protocol. These lineage-negative cells were then transduced with a retrovirus encoding the MLL-AF9 oncogene (MSCV-MLL-AF9-IRES-GFP), which includes a GFP reporter for tracking transduction efficiency. Following transduction, GFP^+^ cells were sorted via flow cytometry and cultured for 2 days in a stem cell medium (SCM-IMDM supplemented with 20% FBS, 1% P/S, 10 ng/mL IL-3, 10 ng/mL IL-6 and 20 ng/mL mSCF). The cultured cells were then transplanted into lethally irradiated C57BL/6J recipient mice to induce leukemia. Once the mice developed leukemia, they were euthanized, and bone marrow cells were harvested. Bones were crushed and digested with collagenase to facilitate cell recovery. The isolated cells were seeded in IMDM medium supplemented with 20% FBS and cultured for 2 weeks. Mesenchymal stromal cells (MSCs) were identified as adherent cells and characterized by flow cytometry using MSC surface markers (List of markers). All experiments were performed using MSC populations with ≥95% purity. All mice were bred and maintained under specific pathogen-free conditions. 

### 4.2. AML Cell Lines

The human acute myeloid leukemia (AML) cell lines THP-1 and MOLM-13 were obtained from the American Type Culture Collection (ATCC, Manassas, VR, USA) and cultured in RPMI-1640 medium (Sigma-Aldrich, Hamburg, Germany) supplemented with 20% fetal bovine serum (FBS, PAN^TM^ Biotech, Aidenbach, Germany) and 1% penicillin/streptomycin (Sigma-Aldrich). The murine AML cell line C1498, retrovirally transduced with the pLEGFP plasmid (C1498-GFP), was kindly provided by Dr. Justin Kline (University of Chicago, Chicago, IL, USA). C1498 cells were maintained in RPMI-1640 medium (Sigma-Aldrich, Darmstadt, Germany) with 10% FBS (PAN^TM^ Biotech) and 1% penicillin/streptomycin (Gibco, Life Technologies, Darmstadt, Germany) [19].

### 4.3. Microarray Analysis

To investigate gene expression changes in the bone marrow microenvironment during leukemia progression, we transplanted primary MLL-AF9-induced leukemic cells into sub-lethally irradiated (3 Gy) C57BL/6 (BL6) recipient mice. As a control, wild-type, non-leukemic bone marrow cells were transplanted into identically irradiated BL6 mice. Upon confirmation of leukemia development in the experimental group, the mice were sacrificed, and MSCs (CD45-Lin-CD31-Sca-1 + CD51+) were isolated using a BD Biosciences FACS Vantage SE flow cytometer equipped with BD FACSDiva v9.0 Software (Heidelberg, Germany), as detailed in Section 4.1. Control mice were processed simultaneously to ensure experimental consistency. Total RNA was extracted from sorted MSCs, and gene expression profiling was performed using microarray analysis, as shown previously [16,17,18]. The raw microarray data are publicly available through the Gene Expression Omnibus (GEO) under accession number GSE102928.

### 4.4. RNA Sequencing

To perform RNA sequencing (RNA-seq) analysis, bone marrow cells were isolated from C57BL/6J (BL6) mice and expanded for mesenchymal stem cells (MSCs), as described in Section 4.1. The resulting MSCs were cocultured either with MLL-AF9-induced leukemic bone marrow cells (leukemic condition) or with lineage-negative (Lin^−^) non-leukemic cells (non-leukemic condition) for four weeks. MSCs cultured alone without coculture served as the control. Following the coculture period, MSCs (*CD45–* Sca1+ CD51+) were isolated via fluorescence-activated cell sorting (FACS), and total RNA was extracted using the RNeasy Plus Micro Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions.

Transcriptome profiling was performed using cDNA libraries prepared with the TruSeq Stranded mRNA Sample Preparation Kit (Illumina, San Diego, CA, USA). Sequencing was carried out on an Illumina HiSeq 2500 platform. Quality control of the raw reads was conducted using FastQC (v0.11.7; Babraham Bioinformatics, Cambridge, UK). Transcript abundance was estimated using Kallisto (v0.43.0), aligned to the GRCm38 mouse reference genome. Differential gene expression analysis was conducted using the Sleuth (v0.30.0) package in R, comparing MSCs cultured alone with those cocultured with leukemic or non-leukemic cells. Multiple testing correction was applied using the Benjamini–Hochberg procedure, with a false discovery rate (FDR) threshold of <1%.

Gene Set Enrichment Analysis (GSEA) was performed using the fgsea R package (v1.10.0), employing hallmark gene sets from the Molecular Signatures Database (MSigDB) and an FDR threshold of 5%.

### 4.5. Coculture Experiments with MSCs and AML Cells

Wild-type mice were sacrificed, and BM cells were collected by flushing femurs and tibiae with FACS buffer (DPBS (Gibco, Life Technologies, Darmstadt, Germany) containing 2.5% fetal bovine serum (FBS) (PANT Biotech and 1% penicillin/streptomycin (Gibco)). The endosteal stromal cells were collected as previously described with a minor modification [35]. In brief, flushed bones (femurs, tibia, and humeri) were crushed by pestle and mortar, washed with HBSS with 2.5% FBS and 1% penicillin streptomycin until the small bone chips became white. The endosteal stromal cells were then extracted by digestion with 3 mg/mL collagenase 1 (Worthington, Troisdorf, Germany). Red blood cells were removed by incubating with ammonium chloride lysing reagent (BD Biosciences, Heidelberg, Germany) for 7 min. Thereafter, the mononuclear cells were cultured in the adherent flask with Iscove’s Modified Dullbecco medium (IMDM) (Gibco, Life Technologies, Darmstadt, Germany) containing 20% fetal bovine serum (FBS) (PANT Biotech, Aidenbach, Bayern, Germany) and 1% penicillin/streptomycin (Gibco) and incubated at 37 °C in a humidified atmosphere containing 5% CO_2_. Half of the medium was replaced twice a week. When the MSCs were 80–90% confluent, they were washed by DPBS (Gibco) and then split by trypsin-EDTA (Gibco) and replated into new adherent flask. After splitting for 2 or 3 times, the MSCs were cultured alone or with AML cells and normal lineage-negative cells with 1:5 for 7 days. After that, the MSCs were sorted as CD45- CD51+ Sca-1+ for analysis. Primary AML and Lin- cells were cultured in IMDM medium containing 20% FBS, IL-3, IL-6, SCF, and 1% penicillin–streptomycin for six days.

### 4.6. Glucose and Lactate Measurements

Glucose and lactate levels were measured on days 3 and 5 from the culture supernatants collected after sorting MSCs (CD45^−^ CD51^+^ Sca-1^+^). Samples were submitted to the diagnostic laboratory of Prof. Dr. med. Jerzy-Roch Nofer at the University Hospital Münster for biochemical analysis. Glucose consumption and lactate secretion were determined by comparing the measured values to those of the corresponding cell-free (empty) media controls. All values were normalized to the number of MSCs present at the time of sample collection.

### 4.7. Mitochondrial DNA (mtDNA) Copy Number

The mitochondrial DNA copy number was assessed using quantitative PCR of mtDNA and nuclear DNA (nuDNA), as previously described [36,37,38]. Primer sequences are listed in Supplementary Table S2.

### 4.8. Seahorse Metabolic Assays

Seahorse metabolic flux assays were performed as previously described using Agilent XFe96 and XFp analyzers [36,37,38]. Briefly, XF sensor cartridges were hydrated overnight in a non-CO_2_ incubator, and assay plates were pre-coated with Poly-D-Lysine (PDL) to enhance cell adherence. Cells were seeded at a density of 20,000 cells per well in XF Base Medium supplemented with glucose, glutamine, and sodium pyruvate, as detailed in Supplementary Table S3.

For the mito-stress test, after baseline oxygen consumption rate (OCR) measurements, cells were sequentially treated with oligomycin, FCCP, and a mixture of rotenone and antimycin A to assess mitochondrial respiration parameters. For the glycolysis stress test, the extracellular acidification rate (ECAR) was measured under basal conditions and following sequential injections of glucose, oligomycin, and 2-deoxyglucose (2-DG). At the end of each assay, cells were stained with Hoechst 33342 for normalization to cell number.

### 4.9. Flow Cytometry

Mitochondrial mass (mito mass), reactive oxygen species (ROS) and mitochondrial membrane potential (MMP) were measured as described previously [36,37,38]. For mitochondrial membrane potential (MMP) and reactive oxygen species (ROS) detection, 0.5 × 10^5^ cells were resuspended in cell culture media prewarmed to 37 °C and stained with 50 nM tetramethylrhodamine methyl ester perchlorate (TMRE) (ab113852, Abcam, Cambridge, UK) or 5 μM cell rox deep red (C10422, ThermoFischer, Waltham, MA, USA), followed by incubation for 30 min at 37 °C in a CO_2_ incubator and measured directly by flow cytometry. Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP) (ab120081, Abcam) was used as a negative control for TMRE staining. Mitochondrial mass was detected by resuspending 0.5 × 10^5^ cells with cell culture media prewarmed to 37 °C without FCS, followed by staining with 50 nM mitotracker deep red (M22426, ThermoFischer), incubated for 20 min at 37°C in a CO_2_ incubator and measured by FACS.

### 4.10. Apoptosis Assay

Apoptosis was assessed using the Annexin V-FITC/Propidium Iodide (PI) staining kit (e.g., BioLegend, Thermo Fisher) following the manufacturer’s instructions. Briefly, cells were harvested, washed twice with cold PBS, and resuspended in 100 µL of binding buffer at a concentration of 1 × 10^6^ cells/mL. Annexin V-FITC (5 µL) and PI (5 µL) were added to each sample and incubated for 15 min at room temperature in the dark. After incubation, 400 µL of binding buffer was added, and the samples were analyzed immediately by flow cytometry (e.g., BD FACSCanto II). Data were analyzed using FlowJo software v10.9.0.

### 4.11. Cell Proliferation

Cell proliferation was assessed by manual cell counting using the Trypan Blue exclusion method. Viable (unstained) and non-viable (blue-stained) cells were counted using a hemocytometer, and total live cell numbers were used to evaluate proliferation over time.

### 4.12. Statistical Analysis

Statistical differences were evaluated using Student’s *t*-test and one-way ANOVA analysis using GraphPad software version 6. A *p*-value of <0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
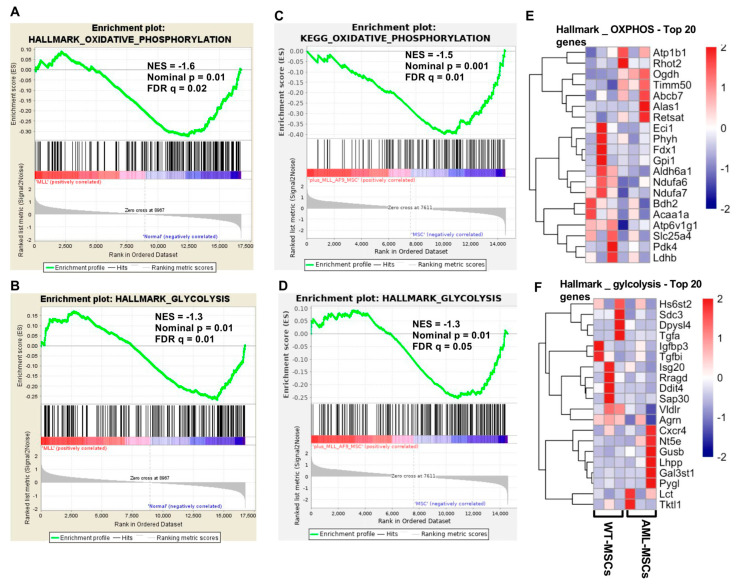
Molecular changes in MSCs cocultured with AML cells and in MSCs from leukemic and non-leukemic mice. (**A**,**B**) Microarray data showed enrichment plots of GSEA for CD45-Lin-CD31-Sca-1 + CD51 + AML-MSCs, normalized enrichment score (NES) = −1.60 and *p*-value = 0.01 for oxidative phosphorylation, (NES) = −1.3 and *p* value = 0.01 for glycolysis signaling. (**C**,**D**) Schematic illustration of the experimental setting of MSCs cocultured alone or with MLL-AF9 and Lin- cells for 4 weeks; RNA sequence data showed enrichment plots of GSEA for MSCs cocultured with MLL-AF9 cells (*n* = 3) compared to MSCs alone as control (*n* = 3). (**E**) Scaled expression values of top 20 genes in oxidative phosphorylation. (**F**) Scaled expression values of top 20 genes in glycolysis.

**Figure 2:**
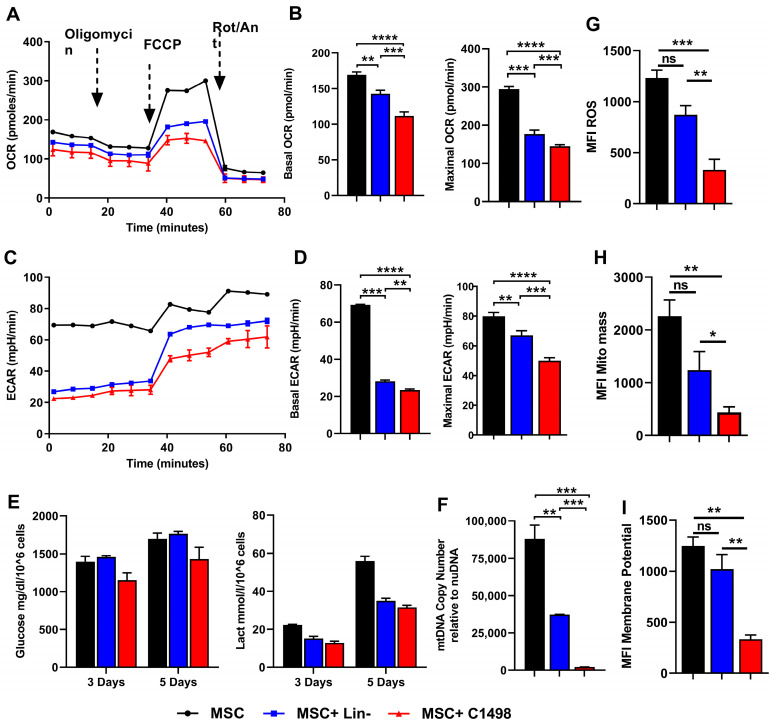
AML cells cocultured with MSCs alter the cell metabolism of MSC (**A**) Murine MSCs were cocultured with C1498 cells for 5 days, and then sorted CD45-CD51 + SCA-1 + MSCs were subjected to Seahorse analyses to monitor OCR as an assessment of oxidative phosphorylation. (**B**) OCR at basal level (left panel) and at maximal level (right panel) (**C**) Seahorse analyses to monitor ECAR as an assessment of glycolysis. (**D**) ECAR at basal level (left panel) and at maximal level (right panel) (**E**) Sorted MSCs were cultured for 3 and 5 days to measure the glucose consumed (left panel) and lactate secreted (right panel) by MSCs. (**F**) The mitochondrial DNA (mtDNA) copy number was calculated by real-time amplification of mtDNA and nuDNA genes, as reported. The primers used in mtDNA measurement are listed in Supplementary Table S2. (**G**) Flow cytometry analysis shows a significant reduction in ROS production in AML-MSCs. (**H**) Flow cytometry analysis shows a significant reduction in mitochondrial mass (mito mass) in AML-MSCs. (**I**) Flow cytometry analysis shows a smaller reduction in membrane potential (TMRE) in AML-MSCs. The data represent of the three independent experiments. A one-way ANOVA analysis was used to determine the significance, * *p* ≤ 0.05, ** *p* ≤ 0.01 and *** *p* ≤ 0.005 and **** *p* ≤ 0.001.

**Figure 3:**
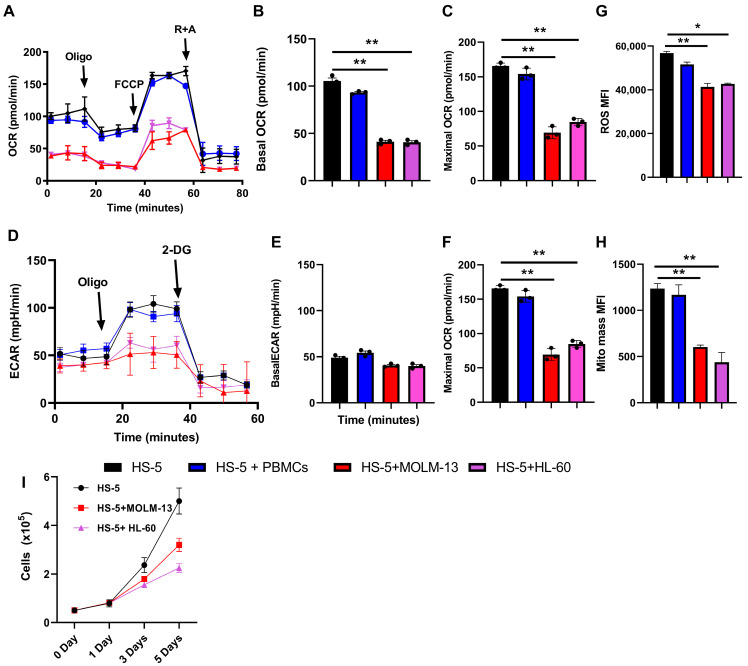
AML cells cocultured with HD-MSCs alter their metabolism. (**A**) Human healthy donor MSCs (HS-5) cocultured either alone or with PBMCs, and MOLM-13 and HL-60 cells (iAML-MSCs) for 5 days; then, FACS-sorted CD90+ MSCs were subjected to Seahorse analyses to monitor OCR as an assessment of oxidative phosphorylation. (**B**,**C**) iAML-MSC shows a significant reduction in the basal OCR level and maximal level. (**D**) Seahorse glycostress assay to monitor the rate of glycolysis. (**E**,**F**) iAML-MSCs showed a significant reduction in maximum ECAR. (**G**) FACS analysis showed a significant reduction in ROS levels in iAML-MSCs. (**H**) FACS analysis showed a significant reduction in mitochondrial mass in iAML-MSCs. (**I**) HS-5 cocultured with MOLM-13 and HL-60 cells (iAML-MSC) displays reduced proliferative capacity compared to monoculture. The data represent the three independent experiments. A one-way ANOVA analysis was used to determine the significance, * *p* ≤ 0.05, ** *p* ≤ 0.005.

**Figure 4:**
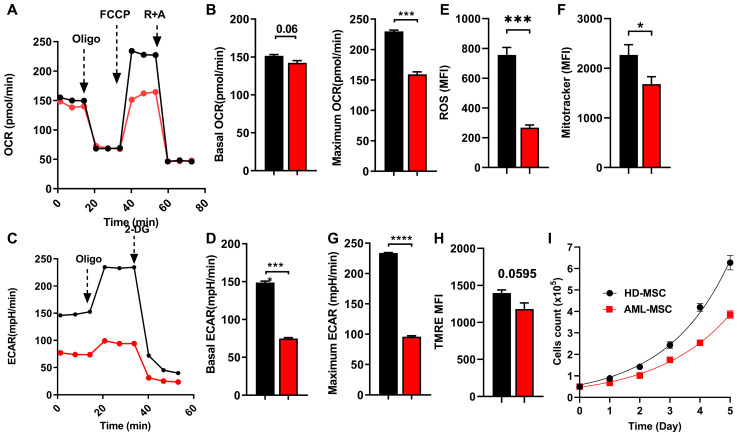
Metabolism alterations in human AML-MSCs vs. HD-MSCs. (**A**) Human HD-MSCs and AML-MSCs subjected to Seahorse mito-stress to monitor OCR as an assessment of oxidative phosphorylation. (**B**) AML-MSCs showed a significant reduction in basal OCR (left panel) and maximum OCR (right panel). (**C**) Seahorse glycotress assay to monitor ECAR as an assessment of glycolysis. (**D**) AML-MSCs showed a significant reduction in basal ECAR (left panel) and maximum ECAR (right panel). (**E**) Flow cytometry analysis shows a significant reduction in ROS production in AML-MSCs. (**F**) Flow cytometry analysis shows a significant reduction in mitochondrial mass (mito mass) in AML-MSCs. (**G**) Flow cytometry analysis shows a reduction in membrane potential (TMRE) in AML-MSCs. (**H**) AML-MSCs display reduced proliferative capacity compared to HD-MSCs. **(I)** AML-MSCs display reduced proliferative capacity compared to HD-MSCs. The data represent a single experiment of the three independent experiments. Student’s *t*-test was used to determine the significance, * *p* ≤ 0.05, *** *p* ≤ 0.005 and **** *p* ≤ 0.001.

## Data Availability

The raw data supporting the conclusions of this article will be made available by the authors on request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26178301/s1.

# Supplementary material for: Impact of Acute Myeloid Leukemia Cells on the Metabolic Function of Bone Marrow Mesenchymal Stem Cells
**Source:** Int J Mol Sci. 2025 Aug 27;26(17):8301. doi: 10.3390/ijms26178301
**Supplement:** Supplementary file 1

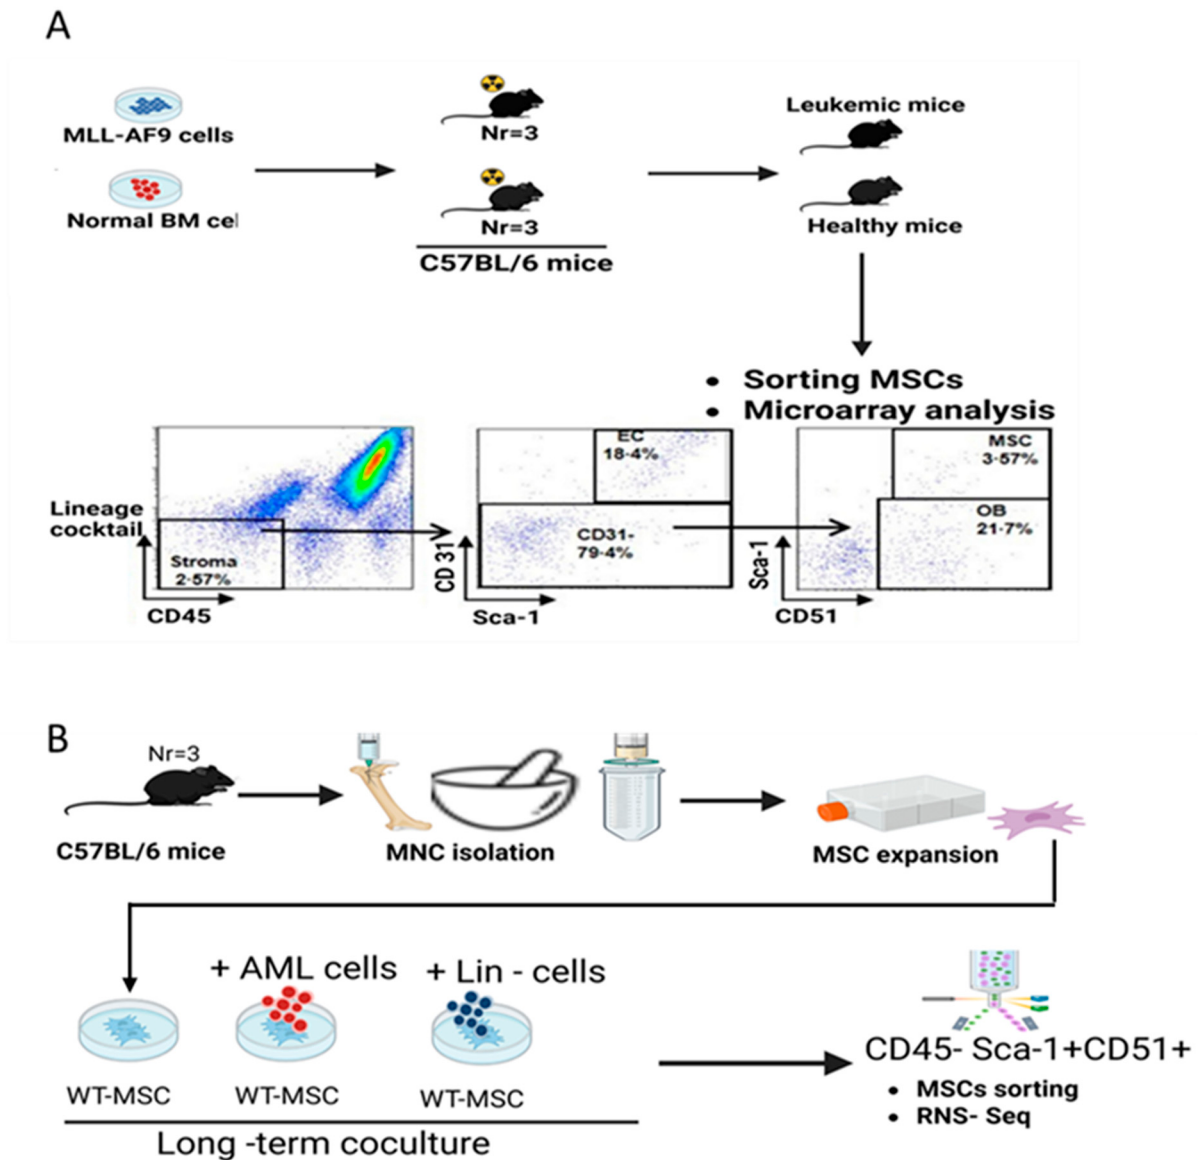

Figure S1. Molecular changes in MSCs cocultured with AML cells and in MSCs from leukemic and non-leukemic mice. (A) Schematic illustration of steps involved in the generation and sorting of MSCs. MLL-AF9 leukemic cells and healthy bone marrow cells were transplanted into sublethally irradiated recipient mice. The femora tibiae, and humeri were crushed with a mortar and pestle for the extraction of endosteal stromal elements by collagenase 1. The various cell types were analyzed for cell surface marker expression by flow cytometry. CD45-Lin-CD31-Sca-1+CD51+ MSCs were sorted and analyzed by RNA microarray analysis. (B) Schematic illustration of steps involved in the generation and sorting of MSCs in vitro. The femora tibiae, and humeri were crushed with a mortar and pestle for the extraction of endosteal stromal elements by collagenase 1 from healthy mice and bone marrow mononuclear cells were seeded in adherent flask to expand the MSCs in vitro. WT-MSCs coculture either alone or with AML cells and healthy lineage negative cells for long-term coculture. MSCs sorted (CD45-Sca-1+CD51+ MSCs) were sorted and analyzed by RNA-seq analysis.

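Transcripts of the sort markers were read from the same arrays. Itgav, which encodes CD51, had log2 values of 10.15 ± 0.43 (SD, n = 3 mice) in WT-MSCs and 10.06 ± 0.75 (SD, n = 3) in AML-MSCs. Ptprc, which encodes CD45, had 9.67 ± 0.70 (SD, n = 3) and 9.18 ± 1.16 (SD, n = 3), and Pecam1, which encodes CD31, had 7.77 ± 0.40 (SD, n = 3) and 7.80 ± 1.06 (SD, n = 3). None of the 3 passed an adjusted p under 0.05 by limma or an unadjusted p under 0.05. Itgav and Ptprc lay above the range of the receptor genes on every array, although the cells were sorted as lacking CD45. Pecam1 lay within that range on 1 WT-MSCs array and 2 AML-MSCs arrays. Ly6a, which encodes Sca−1, had no named probe set.
Among the lists of other cell types, granulocyte genes had the lowest NES, with all 17 genes lower in AML-MSCs. Their mean log2 value was 10.34 ± 2.14 (SD, n = 3) in WT-MSCs and 7.96 ± 1.24 (SD, n = 3) in AML-MSCs (NES −2.49, adjusted p = 0.0014, and adjusted p = 0.68 with an estimated correlation). Retnlg, a secreted protein of neutrophils, had 9.61 ± 2.66 (SD, n = 3) in WT-MSCs and 5.48 ± 0.43 (SD, n = 3) in AML-MSCs, where it lay within the range of the receptor genes on every array. Its log2 difference is given as −1.85 or lower, a bound that is not strict, since 1 WT-MSCs array lay within that range as well. S100a9, a subunit of calprotectin, had a measured log2 difference of −3.89 (standard error 1.07) whose size is not exact, since 2 of the 3 AML-MSCs arrays lay within the range of the receptor genes. By limma Retnlg and S100a9 fell when adjusted over the list alone, and none of the 17 passed over all genes, with 7 at an unadjusted p under 0.05. Elane, Mpo and Prtn3, enzymes of neutrophil granules made early in granulocyte maturation, had log2 differences of −0.54 (standard error 1.05), −2.12 (standard error 1.29) and −0.79 (standard error 0.81), which came to 0.14, −0.98 and −0.30 without AML-MSCs KP8203. All 8 measured erythroid genes were lower in AML-MSCs (NES −1.92, adjusted p = 0.0014, and adjusted p = 0.68 with an estimated correlation), with none past the adjusted threshold of limma, over all genes or adjusted over the list alone, and 4 at an unadjusted p under 0.05. Alas2, the first enzyme of heme synthesis in erythroid cells, had a log2 difference of −1.82 (standard error 0.66), and Slc4a1, the anion exchanger of red blood cells, −1.49 (standard error 0.57). The size for Alas2 is not exact, since 1 array of each group lay within the range of the receptor genes. Of 16 genes used by blood cells in general, 13 were lower and 3 higher (NES −1.97, adjusted p = 0.0054, and adjusted p = 0.72 with an estimated correlation), with log2 differences of −1.30 (standard error 0.90) for Lcp1, which encodes the actin-bundling plastin of leukocytes, and −1.10 (standard error 0.93) for Arhgdib, which came to −0.81 and −0.35 without AML-MSCs KP8203. Lists of monocytes and macrophages (NES 1.30, adjusted p = 0.28), of genes high in MLL-AF9 leukemia (1.08, adjusted p = 0.47), of endothelial cells (1.48, adjusted p = 0.17) and of MSC markers (−1.34, adjusted p = 0.25) did not pass.
AML-MSCs minus WT-MSCs, the granulocyte list differed by −2.18 among the wide arrays, by −0.62 among the narrow arrays and by −1.40 (95% interval −2.86 to 0.05) with the class of spread as a block, and the erythroid list by −2.01, 0.02 and −0.99. Both lists passed with the block (NES −2.64 and −1.96, adjusted p = 0.0025 for each). The pan-hematopoietic list differed by 0.41 among the wide arrays, by −0.58 among the narrow arrays and by −0.08 with the block (NES −0.94, adjusted p = 0.69), and its call ended without WT-MSCs KP1820, AML-MSCs KP8203 or AML-MSCs KP8966, when the NES came to −1.64, −0.72 and −1.52.

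**Figure D3:**
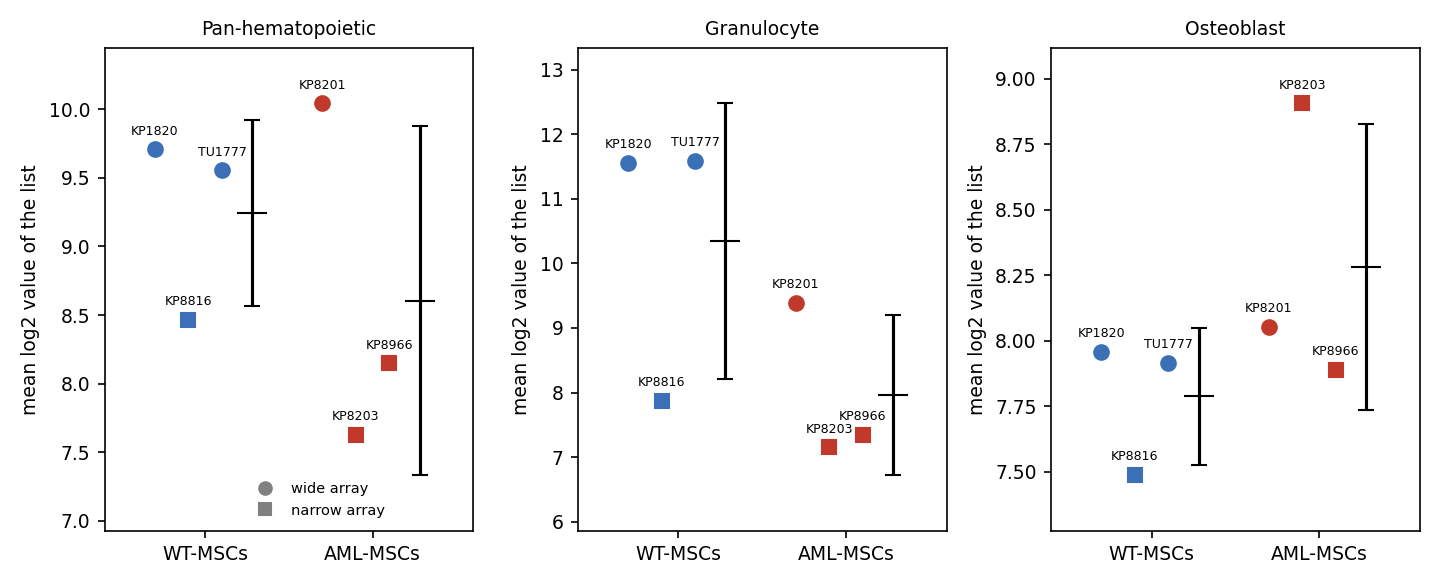
Mean log2 value per mouse of the pan-hematopoietic, granulocyte and osteoblast lists in WT-MSCs and AML-MSCs, with the group mean ± SD as a bar, circles for wide arrays and squares for narrow arrays. The granulocyte means of WT-MSCs KP8816 and of all AML-MSCs lie between 7.15 and 9.39, below those of WT-MSCs KP1820 and TU1777 at 11.56 and 11.59.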

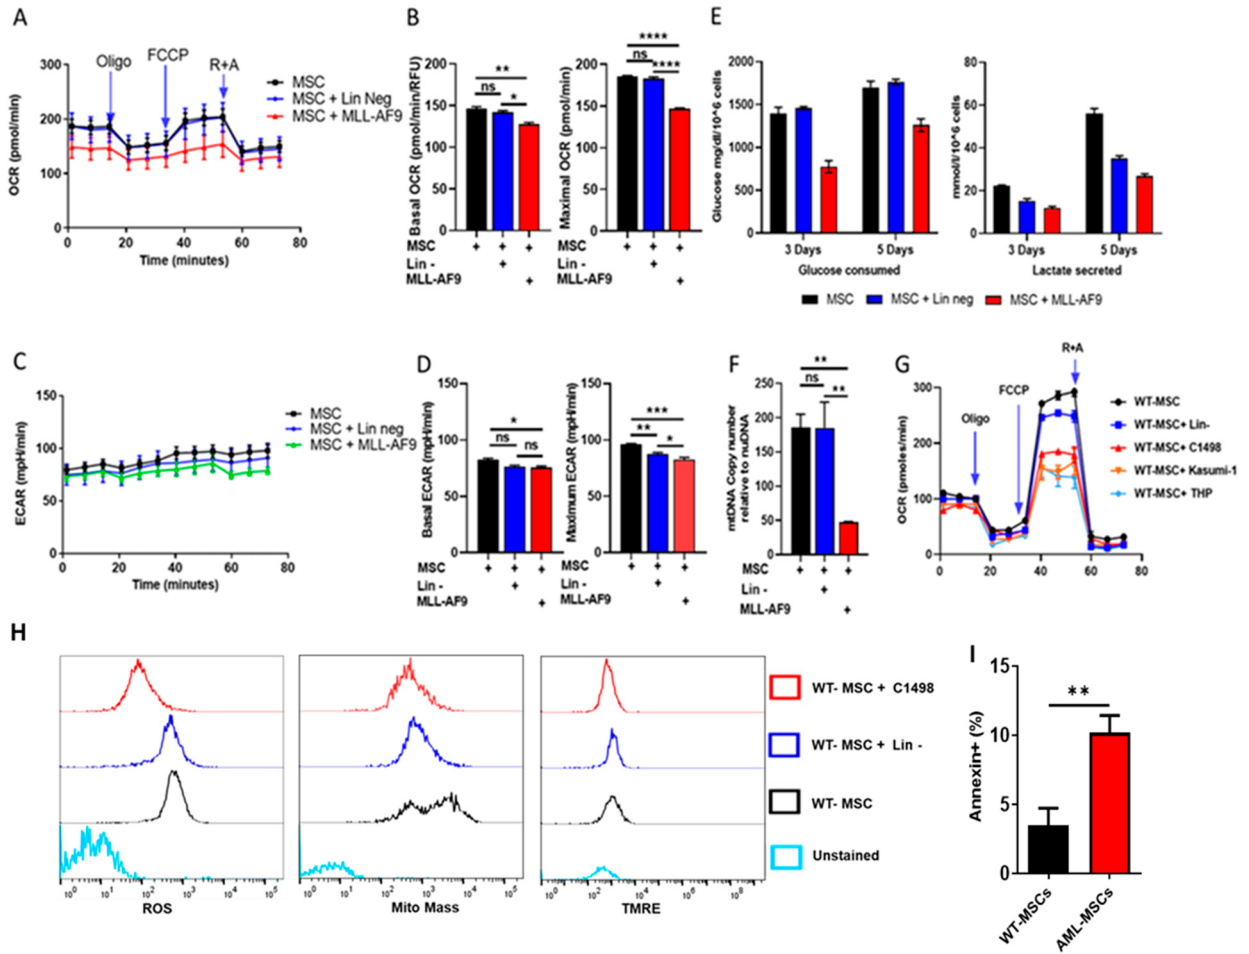

Figure S2. AML cells coculture with MSCs alter the cell metabolism. (A) Murine primary MSCs coculture with primary AML cells (MLL-AF9) for 5 days then sorted CD45-CD51+SCA-1+ MSCs subjected to Seahorse analyses to monitor oxygen consumption rate (OCR) as an assessment of oxidative phosphorylation. (B) Showed oxygen consumption rate (OCR) at basal level (left panel) and (right panel), Showed oxygen consumption rate (OCR) at maximal level. (C) Seahorse analyses to monitor extracellular acidification rate (ECAR) as an assessment of glycolysis. (D) showed extracellular acidification rate (ECAR) at basal level (left panel) and (right panel), Showed extracellular acidification rate (ECAR) at maximal level. (E) Culture for 3 and 5 days to measure the glucose consumed (left panel) and lactate secreted (right panel) by MSCs. (F) Mitochondrial DNA (mtDNA) copy number is calculated by real-time amplification of mtDNA and nuDNA genes as reported (37). The primers used in mtDNA measurement are listed in (Suppl. Table S2). (G) Murine MSCs cocultured with wild type Lin- cells, C1498, Kasumi and THP-1 cells for 5 days, thereafter (CD45-CD51+SCA-1+) MSCs were FACS sorted and Seahorse mito-stress analyses was performed to monitor OCR as an assessment of oxidative phosphorylation. (H) Flow cytometry gating and histogram measuring ROS, Mito Mass and membrane potential (TMRE). (I) Apoptosis based flowcytometry assay. The figure shows a representative data of three independent experiments in triplicates shown. The one ANOVA analysis was used to determine the levels of significance * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.005$ and **** $p \leq 0.001$.

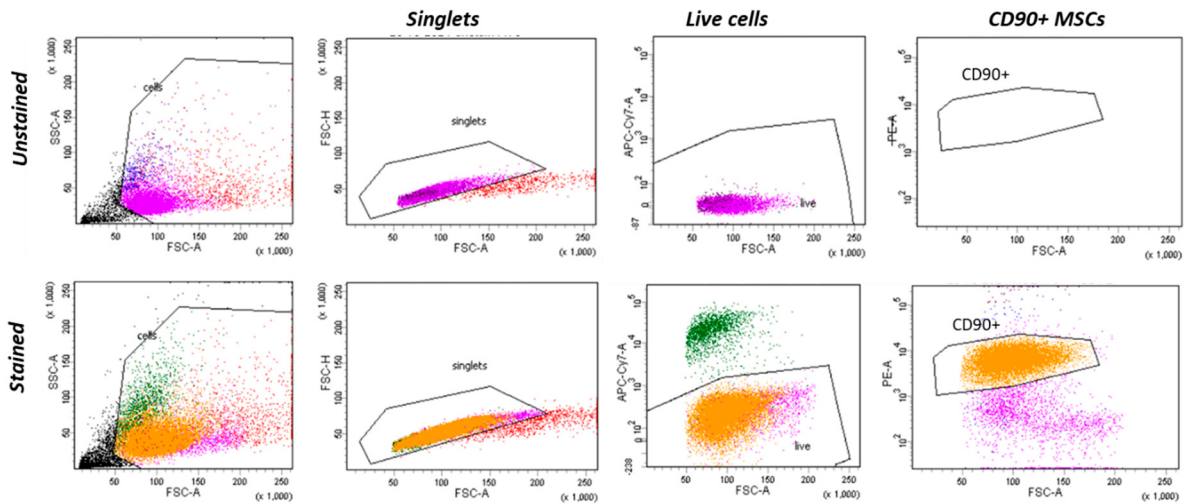

Figure S3. AML cells coculture with MSCs alter the cell metabolism. (A) HS-5 cells coculture with AML cells (MOLM-13) for 5 days then sorted MSCs CD90+ subjected to Seahorse and flowcytometry based analysis.

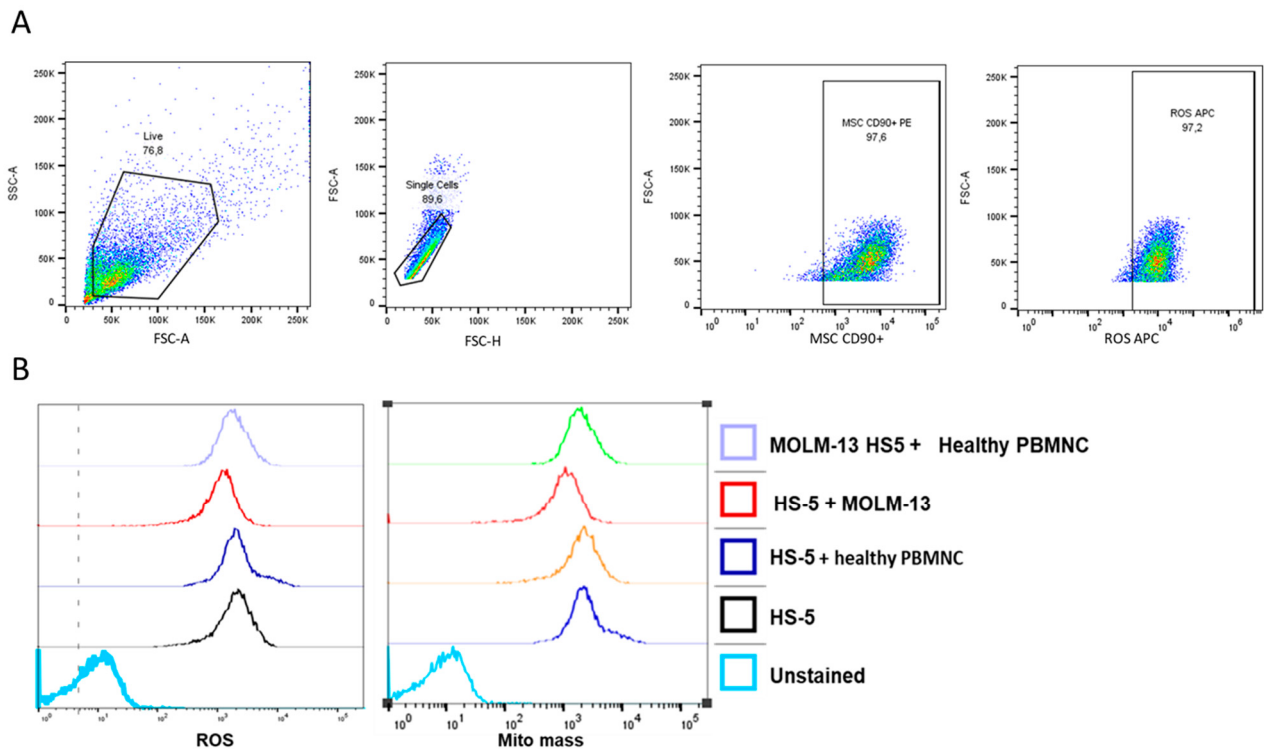

Figure S4. Metabolic profiling of MSCs Exposed to AML cells and reintroduced to healthy PBMCs impact on ROS and Mitochondrial Mass. (A) HS-5 cells were cultured alone or co-cultured with AML cells (MOLM-13) or healthy PBMCs for 5 days. After removing the AML cells, healthy PBMCs were added for 3 additional days. MSCs (CD90+) were then gated for flow cytometry analysis to measure ROS and mitochondrial mass. (B) Flow cytometry gating strategy and histograms illustrating the measurement of ROS (right panel) and mitochondrial mass (left panel).

Suppl. Table S1: Characteristics of patient samples used for MSCs immortalization and coculture assays.

**MSCs**	**Diagnosis**	**Cytogenetics**
AML-MSC	AML, FAB M3	(t15;17)(q22;q21)
HD-MSC	Normal BM purchased from LONZA (Cologne, Germany)	

AML=acute myeloid leukaemia, FAB= French American Britain classification

Supp. Table S2: mtDNA quantification primers.

mtDNA quantification primers	
Mouse actB F	CGGCTTGCGGGTGTAAAG
Mouse actB R	CGTGATCGTAGCGTCTGGTT
Human B2M F	TGCTGTCTCCATGTTTGATGTATCT
Human B2M R	TCTCTGCTCCCCACCTCTAAGT
Mouse Cyt B F	CTTCATGTCGGACGAGGCTTA
Mouse Cyt B R	TGTGGCTATGACTGCGAACA
humantRNA ^{Leu} F	CACCCAAGAACAGGGTTTGT
humantRNA ^{Leu} R	TGGCCATGGGTATGTTGTTA

Supp. Table S3:

Concentrations used in seahorse base media and Optimized inhibitor concentrations used in seahorse mito-stress and Glycolysis stress experiments.

	**Glucose**	**L-<br>Glutamine**	**Sodium<br>Pyruvate**
MSC	25 mM	4 mM	1 mM

**Cell<br>Type**	**Cells<br>per<br>well**	**Oligomycin**	**FCCP**	**Rotenone+<br>Antimycin**	**2-<br>DG**
MSC	20,000	2 µM	2 µM	500nM	100<br>mM

How the deposited data were processed for this re-analysis (not part of the article)

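RNA of sorted MSCs was measured on single-colour Affymetrix arrays, 1 array for each of 6 mice, 3 with WT-MSCs and 3 with AML-MSCs. The sample labels name 6 separate mice, so that the arrays are biological replicates. The authors amplified total RNA with the WT Pico kit and deposited log2 values that, by the submitters' processing notes, were made with Partek and RMA. The versions of these tools, the genome build and the annotation are not given in the sources used here. The values were not centred per gene, and no value for the background of the arrays was part of them.

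Groups were taken from the sample labels and the methods. Of 22206 probe sets, 19572 had 1 gene symbol, 0 had several and 2634 had none in the platform annotation. Symbols were looked up by Entrez ID in the RefSeq table of the mouse assembly GRCm38.p6, used for names only, and all 19572 matched with 0 symbols updated. Probe sets without a symbol were left out, which leaves out the subunits encoded in mitochondrial DNA and Ly6a, and for the 55 genes with more than 1 probe set the one with the highest mean over all arrays was kept, giving 19505 genes. No filter on dim genes was used.

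Genes were compared between AML-MSCs and WT-MSCs with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a trend, over all 6 arrays without covariates, and Benjamini-Hochberg adjusted p under 0.05 as the threshold. Sex was not a covariate because the only female mouse of the series, by the labels, was a control. Lists were tested with fgsea 1.28.0 by 10000 gene permutations at weight 1 on genes ranked by signal-to-noise, with each SD at least 0.2 times its mean. In the main setting these permutations cannot give a p below about 0.00020. The methods name fgsea and an FDR of 5% for the RNA sequencing, and Figure 1A shows the signal-to-noise ranking for the arrays. The paper's text does not name the normalization or the GSEA settings for the arrays. The Hallmark sets were not used here, so that 44 lists written by hand from textbook knowledge and 4 Reactome sets stood in for them, adjusted together. All 711 Reactome pathways with 15 to 500 measured genes were tested as a scan of their own. Beside fgsea, camera was run with a preset inter-gene correlation of 0.01 and with a correlation estimated from the arrays, and fry, which tests whether the genes of a list move, on balance, one way.

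The groups, lists, tests, thresholds and the rule for named genes were fixed before the data were examined. By that rule the text may name genes that the paper names, the 2 members with the smallest limma p in each direction of each list and any member past the adjusted threshold, the 10 largest log2 differences in each direction among genes without overlap of the groups and past an unadjusted p under 0.05 with the higher group's mean at or above the median of all genes' means (6.93), the sort markers, and the 3 most abundant members of a list of another cell type.

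Alternatives set at the same time were ranking by limma's moderated t, signal-to-noise without the floor on the SD or on linear values, camera and fry in place of fgsea, a filter that keeps genes at or above the median level, the mean of a gene's probe sets, quantile normalization, median centring, eBayes without a trend, array weights, the methods' t-test, an adjusted p under 0.01, an unadjusted p under 0.05, and leaving out each mouse in turn. After the data were seen, arrays were also parted into 3 wide and 3 narrow ones at the largest gap in their interquartile ranges (at 2.12), and genes were ranked by limma's moderated t with this class as a block, over the wide arrays alone and over the narrow arrays alone. Also after the data were seen, the 95th percentile of the receptor genes on each array was taken as the upper range of background. For a gene within it on every array of a group, the bound given is the mean of the other group minus the mean, over the arrays of that group, of the higher of the percentile and the gene's own value, and where both groups lay within it, or the bound was 0, no log2 difference is given. The receptor genes are a stand-in that other transcripts may light up by cross-hybridization, which would make these bounds too careful. An array of the other group that lay within the range kept its measured value. For such a gene the bound is not strict, and the difference may be smaller in size than the bound. No batch or scan date is given in the sources used here.

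The limma and fgsea steps were tested on simulated data with the means and spread of the 19505 genes, 3 samples against 3 and 200 changed genes. Of the genes changed by 1, 2 and 4 on the log2 scale, limma recovered 1.49%, 38.8% and 93.9%, and it called 3 unchanged genes. With the respiratory chain subunits lowered by 0, 0.3 and 1, fgsea gave NES 1.25 (adjusted p = 0.60), −1.74 (adjusted p = 0.050) and −3.26 (adjusted p = 0.0019), and 0 of 40 other lists passed. The simulation drew genes independently of each other, so that it says nothing about lists whose genes vary together. The number of arrays limits the precision. The mice of the groups are not paired.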

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

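The tests in this part were chosen after the results were seen, except the enrichment tests themselves, the settings of the lists and the comparison of granulocyte with monocyte genes.

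Of 48 lists and sets, 12 passed the enrichment test, 2 higher and 10 lower in AML-MSCs, and 9 of these are lists of cell types or the cell cycle that the paper does not discuss for these arrays. Higher in AML-MSCs were the lists of osteoblasts (NES 1.97) and of smooth muscle cells and pericytes (NES 1.83). Lower were those of the cell cycle (NES −2.38), fibroblasts and tendon (−2.01), chondrocytes (−1.72), osteoclasts (−1.85), granulocytes (−2.49), erythroid cells (−1.92) and blood cells in general (−1.97). The adjusted p ranged from 0.0014, the floor set by the number of permutations, to 0.043 in fgsea. It ranged from 0.68 to 0.72 in camera with an estimated correlation. A call lost there does not by itself show that the genes of a list varied together. The smooth muscle list had an estimated correlation of 0.002, below the preset 0.01. Its adjusted p in camera still went from 0.037 with the preset to 0.68 with the estimated correlation. Leaving out WT-MSCs TU1777 ended the calls of chondrocytes (NES −0.78), osteoclasts (−0.92), fibroblasts and tendon (−1.56) and smooth muscle (1.52), and leaving out AML-MSCs KP8201 those of chondrocytes (−1.53), osteoclasts (−1.59) and smooth muscle (1.15). The osteoclast list also did not pass without AML-MSCs KP8203 (−1.53) or KP8966 (−1.59), and the list of blood cells in general without WT-MSCs KP1820, AML-MSCs KP8203 or AML-MSCs KP8966 (−1.64, −0.72 and −1.52). With camera and the preset correlation the adjusted p was 0.11 for osteoclasts and 0.059 for chondrocytes. Over all settings run, the osteoclast list kept its call in 6, lost it in 12 and turned in 1, and the chondrocyte list kept it in 8, lost it in 10 and turned in 1. Granulocytes and the cell cycle kept theirs in 17 each, erythroid cells in 16, fibroblasts and tendon in 14, osteoblasts in 13, smooth muscle in 11 and blood cells in general in 10.

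The 6 arrays allow 10 splits into 3 and 3, so that the share of splits with a value as large can never be under 0.05. In size of NES, 1 of 10 splits reached the real value for osteoblasts (highest other split 1.68), smooth muscle (1.73), erythroid cells (1.89) and osteoclasts (1.61), 2 for the cell cycle (2.75), 3 for granulocytes (2.68) and chondrocytes (1.99), 4 for fibroblasts and tendon (2.28) and 6 for blood cells in general (2.39). For the cell cycle, granulocytes and blood cells in general, the highest other split was the one into wide and narrow arrays, classes drawn from the same values.

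Granulocyte genes, from cells that the sort against CD45 and lineage markers would remove, were lower in AML-MSCs, with mean log2 values in WT-MSCs of 12.22 for Elane, 12.02 for Mpo, 11.50 for S100a9 and 10.93 for Prtn3. With the class of array spread as a block the list differed by −1.40 (95% interval −2.86 to 0.05) and still passed the enrichment test by gene permutation (NES −2.64, adjusted p = 0.0025). Without the block it did not pass in camera with an estimated correlation (adjusted p = 0.68). The list differed by −2.18 among the wide and by −0.62 among the narrow arrays, where 1 group held a lone sample. How much of the difference uneven array spread accounts for stays open. Less RNA of blood cells of every kind in AML-MSCs predicts that monocyte genes are lower by as much. The granulocyte minus the monocyte and macrophage list differed by −2.61 (95% interval −5.74 to 0.53), and was lower in every AML-MSCs sample than in every WT-MSCs sample. By the reading set in advance this argues against that explanation, but the reading did not allow for the level of the monocyte and macrophage list. That list had a mean of 7.53 in WT-MSCs, against 10.34 for the granulocyte list. The receptor genes reached 6.85 to 8.35 by array, so that the monocyte and macrophage list had less room to fall. The difference of the 2 lists could thus drop under either explanation. The gap between the groups, 0.44 against 0.60, was far smaller than the SD of 1.91 in WT-MSCs. The interval, which was not the reading set in advance, spans both directions, so that less RNA of blood cells of every kind stays open. Fewer mature granulocytes relative to their precursors in leukemic marrow, a biological hypothesis, predicts a lower ratio of late to early granule genes, and that difference was −2.48 (95% interval −5.98 to 1.02) with overlap of the groups, which also leaves it open.

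Osteoblast genes were higher in AML-MSCs for 12 of 15 genes, and Ibsp, a matrix protein of bone, had log2 values of 8.56 ± 1.26 (SD, n = 3) in WT-MSCs and 10.37 ± 0.15 (SD, n = 3) in AML-MSCs, a log2 difference of 1.81 (standard error 0.65). Its size is not exact, since 1 WT-MSCs array lay within the range of the receptor genes. The mean of the osteoblast list was 8.91 in AML-MSCs KP8203, 8.05 and 7.89 in the other AML-MSCs and 7.49 to 7.96 in WT-MSCs. Without AML-MSCs KP8203 the adjusted p was 0.21 (NES 1.49), and without any other single mouse it ranged from 0.0022 to 0.035, so that the call may rest on 1 mouse. With the class of array spread as a block the NES was 1.67 (adjusted p = 0.057). A direct effect of leukemia on bone-forming cells stays open and was not tested apart from the groups.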

How the results depend on the processing

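The settings that use the class of array spread (as a block, wide arrays alone, narrow arrays alone) were chosen after seeing the data. The classes were drawn from the same values that are compared. With wide or narrow arrays alone, a group holds a lone sample that limma assumes to vary like the others. The respiratory chain subunits and the Reactome respiratory chain stayed lower and past the threshold under 7 settings, which were moderated t ranking, no floor, linear values, genes at or above the median level, the mean of probe sets, median centring and camera with the preset correlation. They did not pass with quantile normalization (NES −1.29 and −1.36), camera with an estimated correlation (adjusted p = 0.73 and 0.72) and fry (adjusted p = 0.87 for both), and turned with the block (NES 1.86 and 1.57), the wide arrays alone (0.86 and 0.92) and the narrow arrays alone (1.82 and 1.71). Leaving out 1 mouse gave −2.71 to 0.81 and −2.63 to 0.73. The glycolysis enzymes turned with the block (0.84) and the wide arrays (0.93), and ranged from −1.64 to 0.65 without 1 mouse. The Reactome glycolysis set turned with the block (0.99) and the narrow arrays (0.77), and ranged from −1.56 to 0.94. Complex I turned with the block (1.64), the wide (0.59) and the narrow arrays (1.82), and ranged from −2.52 to 0.90. On the narrow arrays alone the lists of chondrocytes (1.26), fibroblasts (1.56), erythroid cells (0.55) and osteoclasts (0.96) turned, and on the wide arrays alone that of blood cells in general (1.68). The granulocyte, erythroid and cell cycle lists passed without any 1 mouse, with NES of −2.59 to −2.42, −2.01 to −1.85 and −2.57 to −1.89.

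Of 48 lists and sets 12 passed, against 6 without the floor and 0 with camera and an estimated correlation or with fry. Without 1 mouse 5 (TU1777) to 24 (KP8816) passed, with 7 without KP8203 and 22 without KP8201. Of 711 Reactome pathways 166 passed, against 79 without the floor, 110 on linear values, 54 with quantile normalization, 83 with the block, 104 with camera and the preset correlation, 0 with the estimated correlation, 36 on the wide and 22 on the narrow arrays alone. Without 1 mouse the number was 0 (KP1820 or KP8966), 9 (KP8203), 18 (TU1777), 355 (KP8816) or 417 (KP8201). limma called 0 genes, 343 at an unadjusted p under 0.05, 25 on the narrow arrays alone and 4783 with array weights, where TU1777 and KP8966 had weights of 5.59 and 5.77 and the other arrays 0.33 to 0.74, so that 1 mouse per group carried most of that comparison. It called 1 gene without KP1820, 3 without KP8816 and 0 without any other mouse. Of 64 named genes, 12 changed sign without some mouse, and 2 under quantile normalization (Pecam1 and Itgav). In any setting 0 moved by over 1 SD. For the mice left out this was fixed in advance, since leaving out 1 of 3 mice cannot shift a difference by that much. The median log2 difference of all genes was 0.03, 0.02 with quantile normalization and 0.01 with median centring. Apart from the array weights, the cause was not tested. Receptor genes, as a stand-in for background, had medians of 4.99 to 5.87, and values of genes near that level cannot be told from background. No paired analysis was possible because the mice of the groups share no replicate number.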

Differences from the paper's values

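The paper's gene sets are the Hallmark sets, and the lists here are others, so that the values below compare different sets on the same arrays. For OXPHOS, the paper's p is 0.01, and the p here was 0.00020 for the respiratory chain subunits and 0.00020 for the Reactome respiratory chain. Both lie at the floor of the permutations, which the granulocyte, erythroid and cell cycle lists also reached (0.00020). They are therefore limits and not estimates of size. None of the alternatives fixed before the data were examined came within 1.5 times of the paper's p for either. For glycolysis, the paper's p is 0.01, and the p here was 0.10 for the glycolysis enzymes and 0.18 for the Reactome glycolysis set, and none of the same alternatives came within 1.5 times of the paper's p. The lowest were those without AML-MSCs KP8201, at 0.021 and 0.030.

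The paper's FDR q is about 0.02 in Fig. 1A, read by eye, for OXPHOS, and the adjusted p of the respiratory chain subunits was 0.0014, which comes from a p at the floor of the permutations. Of the alternatives fixed before the data were examined, signal-to-noise without the floor (0.018) and genes at or above the median level (0.015) came within 1.5 times of it, and the others did not. For glycolysis the paper's FDR q is about 0.01 in Fig. 1B, read by eye, and the adjusted p of the glycolysis enzymes was 0.25. None of the alternatives came within 1.5 times of it.

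The paper states that glycolysis gene sets were significantly lower in AML-MSCs, and neither glycolysis list passed the threshold here. The glycolysis enzymes passed in 1 of the settings run, without AML-MSCs KP8201 (adjusted p = 0.047), where the adjusted p over the other mice left out in turn ranged from 0.12 to 0.98. The paper's NES is −1.60 for OXPHOS, beside −2.06 and −1.93 here, and the paper's NES is −1.3 for glycolysis, beside −1.38 and −1.23. These were taken as alike when of the same sign and within the SD of the NES over the mice left out in turn, and for OXPHOS also within 1.5 times, but that SD was 1.56 for the respiratory chain subunits and 0.81 for the glycolysis enzymes, so that this comparison says little.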

Other observations

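Of the tests in this part, the enrichment tests and the comparison with random lists were set in advance, and the splits of the arrays, the tests with the class of array spread and the interval between mice used to read the random lists were chosen after the results were seen.

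Genes with higher values in every AML-MSCs sample than in every WT-MSCs sample included Mmp13, Tmem176b and Kng1. Mmp13, a collagenase of bone and cartilage, had log2 values of 6.37 ± 1.67 (SD, n = 3) in WT-MSCs and 11.04 ± 0.45 (SD, n = 3) in AML-MSCs, with a measured log2 difference of 4.67 (standard error 0.77) whose size is not exact, since 2 of the 3 WT-MSCs arrays lay within the range of the receptor genes. It passed when adjusted over the list of matrix genes alone (adjusted p = 0.0059 from limma) and not over all genes (adjusted p = 0.99997), and the list of 34 matrix genes as a whole did not pass, with 18 higher and 16 lower (NES 0.94, adjusted p = 0.64). Tmem176b, a membrane protein, had a log2 difference of 2.93 (standard error 1.03), and of 1.62 without WT-MSCs KP8816. Kng1, which encodes kininogen, Mylk, the kinase of smooth muscle myosin, and Adipoq, which encodes adiponectin, lay within the range of the receptor genes on every WT-MSCs array, and their log2 differences are given as 1.01, 1.34 and 0.46 or higher. These bounds are not strict, since 1 AML-MSCs array lay within that range for each of the genes. Pdgfrb, a growth factor receptor of pericytes and stromal cells, had 7.89 ± 2.03 (SD, n = 3) in WT-MSCs and 10.23 ± 0.18 (SD, n = 3) in AML-MSCs, a log2 difference of 2.34 (standard error 0.88), and of 1.18 without WT-MSCs KP8816. Pdgfrb and Mylk were also without overlap of the groups. Tnc, a matrix glycoprotein, had a log2 difference of 2.66 (standard error 1.00), and of 1.69 without WT-MSCs TU1777, and Ebf3, a transcription factor of marrow stroma, 1.86 (standard error 0.67), and 1.22 without WT-MSCs KP8816, and these and Adipoq had overlap of the groups. For Tmem176b, Pdgfrb, Tnc and Ebf3, 1 WT-MSCs array lay within the range of the receptor genes, so that these sizes are not exact either. The list of 13 niche factors had 9 higher and 4 lower (NES 1.47, adjusted p = 0.17). Over all genes, 575 were higher and 278 lower in every AML-MSCs sample than in every WT-MSCs sample, 4.37% of genes against 10% by chance.

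Among genes lower in AML-MSCs, those of the cell cycle had 25 of 28 lower (adjusted p = 0.0014, and adjusted p = 0.72 with an estimated correlation), and Cdk1 and Plk1, kinases of mitosis, had measured log2 differences of −2.30 (standard error 0.80) and −2.67 (standard error 0.83) whose sizes are not exact, since 2 of the 3 AML-MSCs arrays lay within the range of the receptor genes for each. By limma none of the 28 passed an adjusted p under 0.05, over all genes or adjusted over the list alone, and 2 passed at an unadjusted p under 0.05. The list differed by −0.42 among the wide arrays, by −0.24 among the narrow arrays and by −0.33 with the class of spread as a block, where it passed (NES −2.02, adjusted p = 0.0025). Its mean was 9.04, 7.39 and 8.61 in WT-MSCs KP1820, KP8816 and TU1777 and 8.41, 7.17 and 7.13 in AML-MSCs KP8201, KP8203 and KP8966, beside 9.71, 8.46 and 9.56 and 10.04, 7.63 and 8.15 for genes of blood cells in general, and the granulocyte and erythroid lists were lower as well, so that the arrays do not tell in which cells the cell cycle genes were expressed. Of the list of fibroblasts and tendon, 11 of 12 were lower (adjusted p = 0.0014, and adjusted p = 0.68 with an estimated correlation), among them Clec3b and Col3a1, a fibrillar collagen, which lay within the range of the receptor genes on every AML-MSCs array, with log2 differences given as −0.96 and −0.86 or lower. Both bounds are not strict, since 1 WT-MSCs array lay within that range for each gene. The list of fibroblasts and tendon differed by −1.47 among the wide arrays and by 0.46 among the narrow arrays, and without WT-MSCs TU1777 it did not pass (NES −1.56, adjusted p = 0.19). Il1b, an inflammatory cytokine, had 9.81 ± 1.90 (SD, n = 3) in WT-MSCs and 6.90 ± 0.32 (SD, n = 3) in AML-MSCs, where it lay within the range of the receptor genes on every array, so that its log2 difference is −2.06 or lower. By the same measure that of Clec4d, a lectin receptor of myeloid cells, is −0.67 or lower. Neither bound is strict, since for Il1b and for Clec4d 1 WT-MSCs array lay within that range as well. Wfdc21 had a measured log2 difference of −3.35 (standard error 0.92), also not exact, with 2 of the 3 AML-MSCs arrays and 1 WT-MSCs array within that range, and these 3 genes were lower in every AML-MSCs sample. In the scan of Reactome, 162 of the 166 pathways that passed were lower in AML-MSCs and 4 higher, and 3 of the 4 were pathways of G protein-coupled receptors and their signals. The receptor genes that stand in for background had higher medians on the narrow arrays, of which 2 of 3 were AML-MSCs. Whether this bears on these pathways was not tested. With an estimated correlation 0 of the 711 pathways passed.

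The paper's discussion cites earlier work of its authors in which Notch signaling was higher in AML-MSCs, and reports lower OXPHOS and glycolysis in stromal cells with active Notch1. In these arrays Notch1 had a log2 difference of 0.15 (standard error 0.38), and Hes1, also of the Notch pathway list, −0.98 (standard error 0.54). Neither size is exact, since 1 array of each group for Notch1 and 2 for Hes1 lay within the range of the receptor genes. The Notch pathway list had 12 of 18 genes higher and 6 lower, with a mean difference of 0.05 and a median of 0.13 but NES −0.73 (adjusted p = 0.87). Of 40 genes that the paper's heatmaps show for cocultured MSCs, 37 were measured, with 19 higher and 18 lower in AML-MSCs, and limma called 0 of them over all genes, adjusted over the list alone or at an unadjusted p under 0.05.

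Of the 10 splits of the arrays into 3 and 3, too few for a share under 0.05, all 10 called at least the real 0 genes in limma, as any count must. The split into wide and narrow arrays called 657. At an unadjusted p under 0.05, 8 splits called at least the real 343 genes, and the highest other was 4901. For lists passing, 8 splits reached the real 12 (highest other 27), and for Reactome pathways 9 reached 166 (highest other 494). In size of NES, 9 splits reached the real value of 2.06 for the respiratory chain subunits (highest other 3.14), 9 that of 1.93 for the Reactome respiratory chain (3.03), 9 that of 1.98 for complex I (2.81), 5 that of 1.38 for glycolysis enzymes (1.78) and 6 that of 1.23 for Reactome glycolysis (1.74). The split into wide and narrow arrays was the highest for all of these but the glycolysis sets. These classes were drawn from the same values, so that this rank is no separate support for a cause other than leukemia.

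The respiratory chain subunits were lower in AML-MSCs, which held 2 of the 3 narrow arrays. The list's median lay at percentile 0.03 of 10000 random lists matched on mean level, whose medians lay between −0.19 and 0.02 for 95% of them, which by the reading set in advance argues against lower values of abundant genes of any kind, but that reading was too lenient, since the random lists drew genes that do not vary together as the subunits do (estimated correlation 0.58), and the list's mean difference had a 95% interval between mice of −2.06 to 1.54, so that this stays open as well. Uneven array spread remains a candidate explanation that the block cannot decide. With the class of spread as a block the difference was 0.19 (95% interval −0.41 to 0.78). That estimate leaves no decrease, against −0.26 without the block, though its interval also holds −0.26. The classes were drawn from the same values, in which the mean of the list lay above the third quartile of every array. The block thus cannot tell array spread from the level of the list itself. Leukemia of the mouse, the biological explanation, predicts a decrease within both classes and stays open, since the same 0.19 has an interval that holds values below 0. What made the arrays differ in spread, such as RNA amount, amplification or the cells sorted, was not tested.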
